# A maple syrup extract alters lipid metabolism in obese type 2 diabetic model mice

**DOI:** 10.1186/s12986-019-0403-2

**Published:** 2019-12-04

**Authors:** Tsudoi Toyoda, Asuka Kamei, Tomoko Ishijima, Keiko Abe, Shinji Okada

**Keywords:** Diabetes, Lipid metabolism, Maple syrup, Polyphenol

## Abstract

**Background:**

Some polyphenols are known to improve the symptoms of diabetes. In the present study, we investigated the effects of a polyphenol-rich extract of maple syrup (MSx) on a diabetic mouse model.

**Methods:**

KK-*A*^*y*^ mice were fed a normal or 0.05% MSx-supplemented diet for 42 days. Body weight, food intake, serum biochemical parameters, and fecal total bile acid were measured. Gene expression of liver and epididymal white adipose tissue (WAT) and cecal microbiota were analyzed. Data were analyzed with an unpaired two-tailed Student’s *t* test or Welch’s *t* test according to the results of the *F* test.

**Results:**

Serum low-density lipoprotein cholesterol levels were significantly reduced in mice that consumed MSx. Hepatic genes related to fatty acid degradation and cholesterol catabolism were upregulated in mice that consumed MSx. In contrast, the expression of genes related to lipid metabolism in WAT was unaffected by the intake of MSx. There were no significant differences between the two groups in terms of total bile acid level in the feces and the relative abundance of bacteria in the cecum.

**Conclusion:**

Our results primarily indicate that MSx can help alleviate one of the symptoms of dyslipidemia.

## Background

The increasing prevalence of diabetes is a global problem [1]. Diabetes mellitus is characterized by chronic hyperglycemia due to defects in insulin production and/or the response to insulin. Diabetes is classified as type 1 or 2 according to the underlying cause of these defects: type 1 results from the destruction of pancreatic β cells, whereas type 2 is due to environmental factors such as obesity, stress, and lack of exercise as well as genetics. Diabetes patients often have dyslipidemia, which is a risk factor for developing atherosclerotic cerebrovascular and cardiovascular diseases. Dyslipidemia is a pathology that promotes triglyceride degradation in adipose tissue and very low-density lipoprotein (VLDL) synthesis in the liver and suppresses VLDL catabolism in the blood due to insulin resistance. Some polyphenols are known to improve the symptoms of diabetes [2]. Brown alga polyphenols reduced nonfasting blood glucose levels in KK-*A*^*y*^ mice, a model for type 2 diabetes accompanied by obesity, and acacia polyphenols improved dyslipidemia and insulin resistance in KK-*A*^*y*^ mice [3, 4].

Maple syrup is a sweetener made from the sap of the sugar maple tree, *Acer saccharum*, which contains a large number of polyphenols [5]. A butanol extract of maple syrup polyphenols was shown to inhibit α-amylase and α-glucosidase activities in vitro [6]. Inhibiting these carbohydrate hydrogenases is expected to prevent an increase in blood glucose levels by delaying the absorption of carbohydrates. Additionally, the ethanol extract suppressed the production of nitric oxide and prostaglandin E2, a substance that induces inflammation, in RAW 264.7 cells activated by lipopolysaccharides [7]. In our previous study, we reported the effect of the ethanol extract on hepatic gene expression in C57BL/6 J mice fed a high-fat diet [8]. Maple sugar, which is produced by boiling and drying maple syrup, was shown to elevate blood glucose levels to a lesser degree than sucrose in Otsuka Long-Evans Tokushima Fatty rats, a type 2 diabetes model [9].

Based on the above reports, we speculated that maple syrup, particularly its polyphenol-enriched extract, could alleviate chronic hyperglycemia in individuals with diabetes. In the present study, we used KK-*A*^*y*^ mice and fed them an ethanol extract of maple syrup (MSx) containing 15.02% polyphenols as gallic acid equivalents for 42 days. Then, serum biochemical parameters related to nutrient metabolism, gene expression profiles of liver and epididymal white adipose tissue (WAT), and composition of intestinal bacteria were evaluated to determine the effects of MSx on nutrient metabolism, with the results demonstrating that MSx alters lipid metabolism.

## Methods

### MSx preparation

MSx prepared from Canadian maple syrup (Canada No. 2/Amber) by SiliCycle Inc. (Quebec, QC, Canada) was purchased by the Federation of Quebec Maple Syrup Producers (FPAQ; Longueuil, QC, Canada) [7]. Briefly, maple syrup was diluted with deionized water and was applied to an Amberlite XAD16 column (Sigma-Aldrich, St. Louis, MO, USA). The non-adsorbed fraction was eluted with deionized water and discarded. The adsorbed fraction was eluted with ethanol and evaporated in vacuo in a rotary evaporator. MSx refers to this dried fraction.

### Animals and diets

Male KK-*A*^*y*^ mice 4 weeks of age were purchased from CLEA Japan (Tokyo, Japan). The mice were individually housed in a room maintained at a temperature ranging from 21 to 23 °C with 50–70% relative humidity and a 12:12-h light/dark cycle. Normal and 0.05% MSx-supplemented diets were prepared based on the AIN-93G formula by Oriental Yeast Co. (Tokyo, Japan) (Table 1) [10]. After 4 days of acclimation, the mice were divided into two groups (*n* = 8 each) with approximately equal mean body weights. Mice were fed the normal or MSx diet for 42 days and were allowed free access to the diet and ultrapure water during this period. Body weight and food intake were measured every 2 days. Feces were collected on days 36–38 of the testing period and were stored at − 80 °C until use. After 16 h of food deprivation, mice were sacrificed under sodium pentobarbital anesthesia. Blood was collected from the heart chamber and centrifuged at 830×g for 10 min for serum isolation. The liver was treated with RNAlater (Thermo Fisher Scientific Inc., Waltham, MA, USA). Epididymal WAT and cecum contents were immediately frozen in liquid nitrogen. All samples were stored at − 80 °C until use.

**Table 1:** Diet composition

Ingredient	Normal diet	MSx-supplemented diet
	(g/kg diet)	
Corn starch	529.486	528.986
Casein	200.000	200.000
Sucrose	100.000	100.000
Soybean oil	70.000	70.000
Cellulose	50.000	50.000
AIN-93G mineral mix	35.000	35.000
AIN-93 vitamin mix	10.000	10.000
L-Cystine	3.000	3.000
Choline bitartrate	2.500	2.500
*tert*-Butylhydroquinone	0.014	0.014
MSx	–	0.500

Eight serum biochemical parameters, including glucose, glycated albumin, total cholesterol, low-density lipoprotein (LDL) cholesterol, high-density lipoprotein cholesterol (HDL), triglycerides, nonesterified fatty acids (NEFA), and total ketone bodies, were measured on a 7180 Clinical Analyzer (Hitachi High-Technologies, Tokyo, Japan) by Oriental Yeast Co. Serum insulin and tumor necrosis factor (TNF)-α levels were measured with a Mouse Insulin ELISA Kit (Morinaga Institute of Biological Science, Kanagawa, Japan) and a Mouse TNF-α Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA), respectively. Homeostasis model assessment of insulin resistance (HOMA-IR) was calculated using the following formula:

HOMA-IR = insulin (ng/ml) × 26 μIU/ml × glucose (mg/dl).

Total cholesterols were isolated as total lipids from the liver according to the Folch method [11] and its levels were measured with the Cholesterol E-Test Wako (Wako Pure Chemical Industries, Osaka, Japan). The total bile acid level in the feces was measured with the Total Bile Acid Test Wako (Wako Pure Chemical Industries) as follows. Feces were lyophilized and ground with a mortar. A 5-fold volume of ethanol was added to the feces prior to heating at 70 °C for 1 h and centrifugation at 3500×g for 15 min, setting the supernatant aside. The same volume of ethanol was again added to the pellets and centrifuged as described above to set the supernatant aside. This procedure was repeated twice. The three supernatants were pooled for measurement.

Data were analyzed with the unpaired two-tailed Student’s *t* test or Welch’s *t* test according to the results of the *F* test. Differences were considered significant at *P* < 0.05.

### Analysis of gene expression in the liver and WAT using DNA microarray

Total RNA was isolated from the liver and WAT with TRIzol Reagent (Thermo Fisher Scientific Inc.) and was purified with an RNeasy Mini Kit and RNase-Free DNase Set (Qiagen, Venlo, the Netherlands). Total RNA concentration was measured on a spectrophotometer. RNA integrity was evaluated with an Agilent RNA 6000 Nano Kit and on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and RNA Integrity Number was confirmed greater than 8.0. cRNA was prepared from purified 100 ng total RNA with the GeneChip 3′ IVT PLUS Reagent Kit and hybridized to a GeneChip Mouse Genome 430 2.0 Array (Thermo Fisher Scientific Inc.). The array was stained using a GeneChip Hybridization, Wash and Stain Kit and a GeneChip Fluidics Station 450 (Thermo Fisher Scientific Inc.). The fluorescence signals of the probes were scanned with a GeneChip Scanner 3000 7G (Thermo Fisher Scientific Inc.) and converted to an intensity value with Affymetrix GeneChip Command Console software (Thermo Fisher Scientific Inc.).

The intensity values of probe sets were normalized by the distribution-free weighted method in the case of liver and by the quantile normalization factor analysis for robust microarray summarization method in the case of WAT [12, 13]. Data were compared between the control and MSx groups using the rank products method [14]. Probe sets with a false discovery rate (FDR) < 0.001 in the liver were considered to show significant differences in expression. The threshold of FDR in the WAT was set to < 0.02 to obtain an approximately equal number of probe sets in the liver. Probe sets sorted as both up- and downregulated were excluded, and the genes for the remaining probe sets were treated as differentially expressed genes (DEGs). Normalization and between-group comparisons were performed with R v.3.2.2 [15] and Bioconductor v.3.1 [16]. DEGs were annotated according to biological process in Gene Ontology (GO) terms, which were enriched using the Database for Annotation, Visualization and Integrated Discovery v.6.7 (DAVID) [17]. Overrepresented GO terms were evaluated according to a modified Fisher’s exact test *p* value [18]. FDR was calculated from the *p* value using the Benjamini and Hochberg method [19]. GO terms in the liver and WAT with FDR < 0.01 were regarded as significantly enriched. The hierarchical structure of GO terms was determined with QuickGO [20]. DEGs annotated with GO terms related to lipid metabolism were mapped to metabolic pathways by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis in the DAVID browser. The detailed functions of DEGs annotated with GO terms related to the immune system were searched with Universal Protein Resource Knowledgebase (UniProtKB) [21]. Ensemble IDs were assigned to DEGs with the annotation file Mouse 430 2 Annotations Release 35 [22].

### Quantification of expression level of hepatic genes related lipid metabolism by qRT-PCR

Total RNA (1 μg) isolated from the liver as described above was reverse transcribed with a SuperScript IV VILO Master Mix (Thermo Fisher Scientific Inc.). The synthesized cDNA (1 ng) was amplified in a 10-μL reaction volume with a PowerUp SYBR Green Master Mix (Thermo Fisher Scientific Inc.) on a CFX Connect Real-Time PCR Detection System with CFX Maestro 1.1 software (Bio-Rad Laboratories, Inc., Hercules, CA, USA) under the following conditions: 50 °C for 2 min, 95 °C for 2 min, and 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Primers were designed with Primer3web v.4.1.0 (http://primer3.ut.ee/) and these sequences are shown in Additional file 1. The primer specificity was confirmed using dissociation curve. Expression level was measured using the calibration curve and that of each gene was normalized by that of a*ctin, beta* (*Actb*) whose expression showed the smallest differences between the two groups among 5 housekeeping genes. PCR reactions were performed with 3 technical replicates for each gene. DNA contamination was not detected.

### Analysis of cecal bacterial composition

The cecal microbiota was evaluated by the Central Institute for Experimental Animals (CIEA; Kanagawa, Japan) using a modified terminal restriction fragment length polymorphism (T-RFLP) method [23]. Briefly, genomic DNA was isolated from cecal contents and amplified with fluorophore-labeled primer sets designed for amplifying 16S rDNA. The amplified product was digested with a restriction enzyme, HpyCH4III, and analyzed on an ABI PRISM 310 Genetic Analyzer with GeneScan software (Thermo Fisher Scientific Inc.). Fragment length was assigned to an operational taxonomic unit (OTU), which is specific to bacteria in a microbiota database constructed by the CIEA. The OTU area was regarded as the number of bacteria.

## Results

### Physical and biochemical parameters

To examine the effect of MSx on diabetes, KK-*A*^*y*^ mice were fed a normal diet with or without 0.05% MSx for 42 days. Feces were collected on days 36–38. After fasting, mice were sacrificed, and serum samples were obtained. Values for physical and biochemical parameters are shown in Table 2. There were no significant differences between the two groups in terms of glycated albumin, glucose, insulin, or HOMA-IR levels. In contrast, LDL cholesterol levels were significantly lower in the MSx group than in the control group. These results indicate that chronic hyperglycemia, as a main symptom of diabetes, was unaffected, whereas cholesterol metabolism was altered by the intake of MSx.

**Table 2:** Physical and biochemical parameters of mice fed a normal or MSx-supplemented diet

	Control	MSx	*p*-value
Physical parameters			
Total food intake (g)	292.3 ± 7.1	293.3 ± 9.6	0.93
Final body weight (g)	36.9 ± 0.5	37.0 ± 0.5	0.95
Liver weight (g)	1.6 ± 0.0	1.6 ± 0.0	0.52
Serum biochemical parameters			
Glycated albumin (%)	8.3 ± 0.5	7.6 ± 0.5	0.40
Glucose (mg/dl)	77.0 ± 17.0	87.0 ± 11.0	0.62
Insulin (ng/ml)	2.1 ± 0.4	1.5 ± 0.2	0.21
HOMA-IR	10.0 ± 2.6	8.8 ± 2.1	0.71
Total cholesterol (mg/dl)	117.0 ± 5.0	114.0 ± 5.0	0.76
LDL cholesterol (mg/dl)	9.0 ± 1.0	6.0 ± 1.0^*^	0.01
HDL cholesterol (mg/dl)	64.0 ± 4.0	67.0 ± 3.0	0.62
Triglyceride (mg/dl)	98.0 ± 10.0	105.0 ± 14.0	0.73
NEFA (μmol/l)	619.0 ± 69.0	750.0 ± 99.0	0.30
Total ketone body (μmol/l)	452.0 ± 69.0	567.0 ± 61.0	0.23
TNF-α (pg/ml)	11.5 ± 2.5	7.4 ± 0.4	0.15
Liver biochemical parameters			
Total cholesterol (mg/g liver)	5.5 ± 0.3	6.0 ± 0.3	0.20
Fecal biochemical parameter			
Total bile acid (μmol/g feces)	1.6 ± 0.1	1.6 ± 0.1	0.90

Values represent the means ± SEMs of 8 mice. ^*^Significant difference at *p* < 0.05. *HOMA-IR* homeostasis model assessment of insulin resistance, *LDL* low-density lipoprotein, *HDL* high-density lipoprotein, *NEFA* Nonesterified fatty acid, *TNF* tumor necrosis factor

### Changes in the gene expression of the liver

To examine changes in cholesterol metabolism, we performed a hepatic transcriptome analysis using the DNA microarray technique. There were 272 and 265 DEGs that were up- and downregulated, respectively, in the MSx group compared to the expression levels in the control group (FDR < 0.001). A total of 537 DEGs were annotated with GO terms to categorize their function. DEGs were shown to be related to lipid metabolism (e.g., GO: 0006955 steroid metabolic process and GO: 0006954 fatty acid metabolic process) and the immune system (e.g., GO: 0006953 immune response, GO: 0009611 defense response, and GO: 0006694 response to wounding) (Table 3). These results suggest that lipid metabolism and immune function in the liver were altered by the intake of MSx. GO terms and annotated DEGs are listed in Additional file 2.

**Table 3:** GO terms annotated to genes differentially expressed in the liver

GO ID	GO term^a^	Number of genes
GO:0006955	Steroid metabolic process	18
GO:0006954	Fatty acid metabolic process	20
GO:0006953	Immune response	33
GO:0009611	Defense response	42
GO:0010033	└ Inflammatory response	29
GO:0055114	└ Acute inflammatory response	15
GO:0008202	└ Acute-phase response	9
GO:0006694	Response to wounding	33
GO:0051186	Oxidation reduction	53

*GO* Gene Ontology. ^a^ GO terms with FDR < 0.01

To examine the effect of MSx on lipid metabolism, we mapped DEGs annotated with GO terms related to lipid metabolism in four KEGG pathways as follows: mmu00071 fatty acid metabolism, mmu00100 steroid biosynthesis, mmu00120 primary bile acid biosynthesis, and mmu00072 synthesis and degradation of ketone bodies. We integrated the KEGG pathways into a single metabolic pathway (Fig. 1). All DEGs mapped to the fatty acid degradation pathway were upregulated in the MSx compared to their expression in the control group. In the MSx group, *3-hydroxy-3-methylglutaryl-coenzyme A synthase 2* (*Hmgcs2*), encoding the rate-limiting enzyme in the ketogenesis pathway, was upregulated. These results suggest that fatty acid degradation is accelerated by the intake of MSx. All DEGs mapped to the cholesterol catabolic pathway were upregulated in the MSx group. Moreover, c*ytochrome P450, family 7, subfamily a, polypeptide 1* (*Cyp7a1*), encoding the rate-limiting enzyme, was included among the DEGs mapped to the pathway. This result suggests that cholesterol catabolism was stimulated by the intake of MSx.

**Fig. 1:**
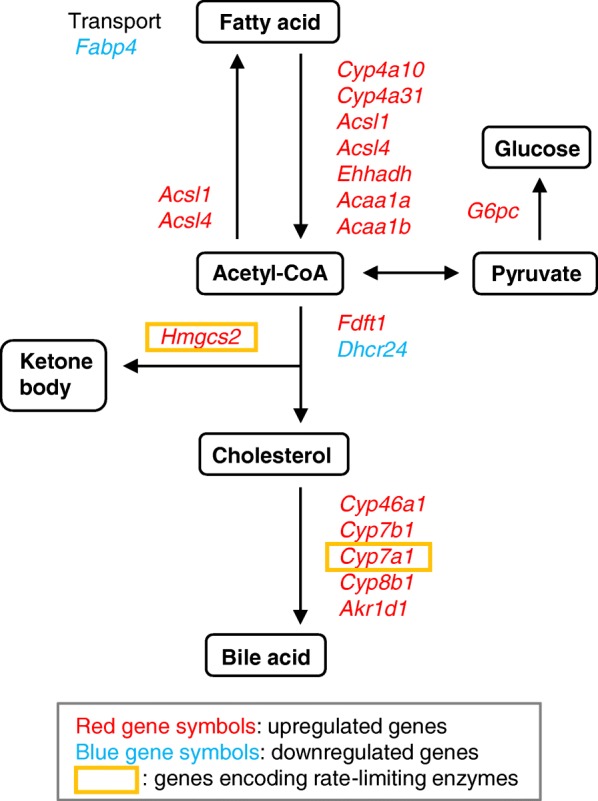
Metabolic pathway of DEGs related to lipid metabolism in the liver by DNA microarray analysis. DNA microarray analysis in the liver of mice fed a normal or MSx-supplemented diet was performed. DEGs annotated with GO terms of GO: 0006955 steroid metabolic process and GO: 0006954 fatty acid metabolic process are shown in an integrated metabolic pathway

To determine the expression revels of 5 DEGs related to fatty acid β-oxidation, ketogenesis, and cholesterol catabolism, we performed qRT-PCR analysis. There were no significant differences between the two groups (Fig. 2a), although all of 5 DEGs were upregulated in the MSx group similarly to the results of DNA microarray analysis. Then, we reanalyzed the data without C1 sample because the expression levels of 5 DEGs in C1 ranked the top two and serum LDL cholesterol level in C1 was the lowest in the control group. As a result, 3 DEGs of *enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase* (*Ehhadh*), *Hmgcs2*, and *cytochrome P450, family 8, subfamily b, polypeptide 1* (*Cyp8b1*) showed significant differences between the two groups (Fig. 2b).

**Fig. 2:**
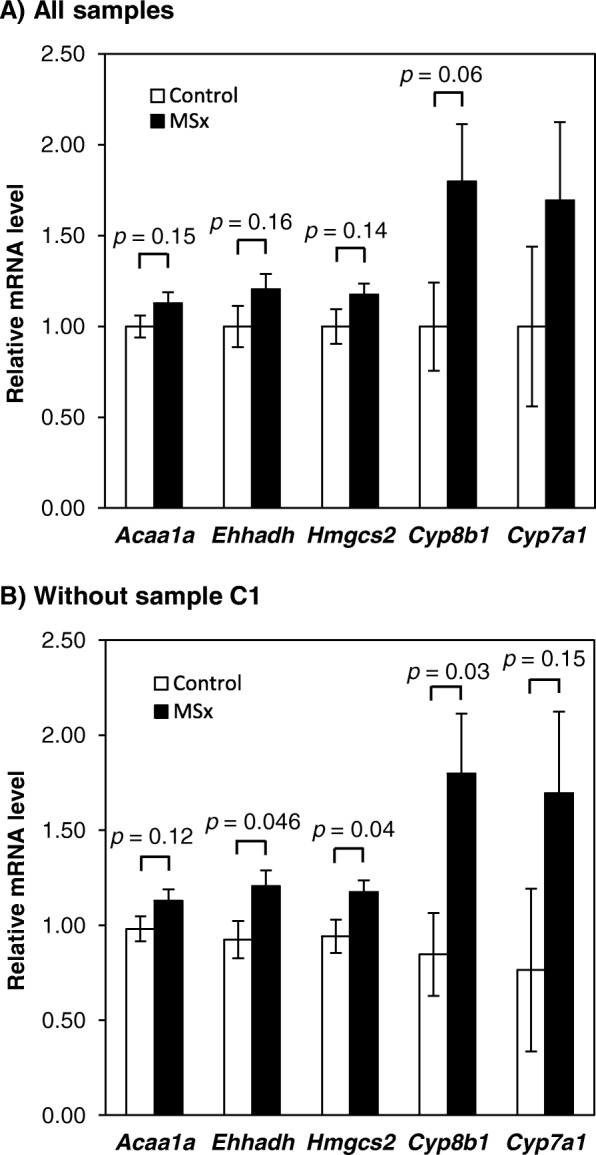
Expression levels of hepatic genes related to lipid metabolism by qRT-PCR analysis. qRT-PCR analysis in the liver of mice fed a normal or MSx-supplemented diet was performed. Values represent the means±SEMs of all samples (*n* = 8) (**a**) and the samples without C1 in the control group (**b**). The expression level of each gene was normalized against *Actb*

Inflammation leads to the aggravation of diabetes symptoms by activating the immune system [24]. To examine the effect of MSx on the immune system, the biological function of the DEGs related to the immune system was examined using UniProtKB. Acute phase proteins encoded by *orosomucoid 1*/ *2*/ *3* (*Orm1*/ *2*/ *3*) and *serum amyloid A 1*/ *2*/ *4* (*Saa1*/ *2*/ *4*) are synthesized in the liver in response to inflammatory cytokines [25]. These DEGs were downregulated in the MSx group (Additional file 3). This result suggests that the inflammatory response was influenced by the intake of MSx.

### Changes in the gene expression of the WAT

The hepatic gene expression profile suggested that lipid catabolism increased with the intake of MSx. 

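Epididymal white adipose tissue (WAT) was taken from 16 male KK-Ay mice, a strain that becomes obese and diabetic: 8 mice on the control diet and 8 on the diet with 0.05% MSx, each after 42 days. The RNA of each mouse was hybridized to 1 Affymetrix mouse genome array, so n = 8 mice per group throughout, and the number of arrays limits the precision. The authors normalized the arrays by quantiles, summarized the probes of each probe set by FARMS, a factor analysis of their common signal, and deposited log2 values. After 64 control probe sets were left out, 45037 remained, of which 34945 name 1 gene each, 18193 genes in all. FARMS leaves a probe set nearly flat where its probes share no signal. For 36194 probe sets, 80.4% of those tested, the SD between the 16 mice was at most 0.001 on the log2 scale, and 8843 varied more. In 2 mice, control 4 and MSx 4, genes of the epididymis, the sperm duct next to this fat pad, were highly expressed. Their list averaged 11.39 in control 4 and 11.38 in MSx 4, against 5.60 to 5.64 in the other control mice and 5.60 to 5.68 in the other MSx mice. In control 4 the adipocyte genes averaged 10.06 against 10.49 to 10.63 in the other control mice, and the macrophage genes 9.97 against 10.32 to 10.45. In MSx 4 they averaged 10.24 against 10.39 to 10.65 in the other MSx mice, and 9.80 against 10.14 to 10.53. The interferon-responsive genes averaged 8.59 in control 5 against 7.21 to 7.43 in the other control mice, and the liver genes 7.12 in MSx 6 against 6.54 to 6.66 in the other MSx mice. MSx and control mice were compared by limma, which sets each difference against the spread between mice, and by the paper's rank products, which score how high a probe set ranks over all 64 pairs of an MSx and a control array. Gene lists were tested by camera, which compares a list with the other genes. The lists, tests and thresholds were set before the data were examined. Counts without control 4 and MSx 4 were added after the arrays had been seen.

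**Figure D1:**
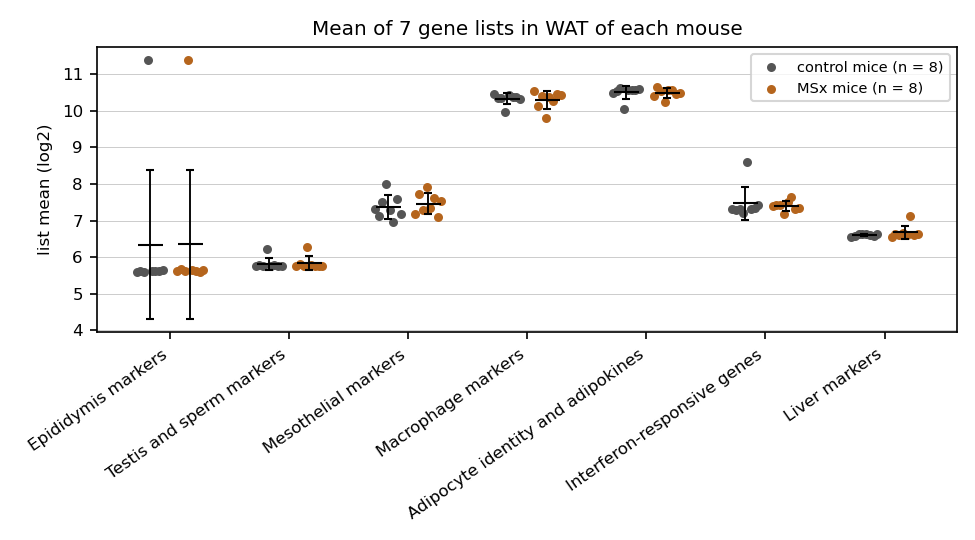
Mean log2 value of 7 gene lists per mouse (vertical axis) in the 8 control and 8 MSx mice (points), with the group mean ± SD as bars. Control 4 and MSx 4 lie at 11.39 and 11.38 for the epididymis genes, and control 5 at 8.59 for the interferon-responsive genes.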

A gene expression analysis of WAT was performed to examine the effect of MSx on lipid metabolism in the tissue. There were 241 and 298 DEGs that were up- and downregulated, respectively, in the MSx group compared to the control group (FDR < 0.02). 

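By rank products at a false discovery rate (FDR) under 0.02, 366 probe sets were higher and 313 lower in the WAT of MSx mice, which name 276 and 226 genes. This FDR takes the spread of all probe sets to be alike: arrays simulated without any difference, in which each probe set kept its own spread, gave 1273 to 1338 calls, so a gene said to rise or fall by rank products is not thereby shown to respond to the diet. Ehhadh, an enzyme of peroxisomal fatty acid oxidation, was 8.71 ± 0.27 on the log2 scale in control mice and 9.03 ± 0.31 in MSx mice (SD, n = 8 each), a rise of 0.33 (standard error 0.14). Cck, the gut and brain peptide cholecystokinin, rose by 0.36 (standard error 0.19), and Aplnr, the apelin receptor of endothelial cells, by 0.37 (standard error 0.18). Brca1, a DNA repair gene, was 7.76 ± 0.73 in control and 6.99 ± 0.62 in MSx mice, a difference of -0.77 (standard error 0.34). S100a9, a calcium-binding protein of neutrophils, differed by -0.95 (standard error 0.45). Each of these genes passed rank products only. By limma, 0 of 45037 probe sets had an adjusted p under 0.05, and the smallest adjusted p was 0.215. An unadjusted p under 0.05 from limma was found for 1908, of which 95 had an SD between mice above 0.001. Without MSx 4 limma called 1, for Csnk2a1, a protein kinase subunit named after its values were seen, at 0.10 (adjusted p = 0.0184 from limma). Gprin3 and Plppr4, which are best known from neurons, rose by 0.36 and 0.31. Jchain and Igha, parts of secreted antibodies, fell by 0.61 and 0.46. Plin5, a coat protein of lipid droplets, fell by 0.33, Dusp9, a phosphatase of MAP kinases, by 0.36, and Pmepa1, a regulator of TGF-beta signalling, by 0.28. Aplnr lay above the control median in 8 of 8 MSx mice, while Brca1 and S100a9 lay above it in 0 of 8. Rank products chose these genes on the same mice, so this separation is no independent evidence. S100a9 was 6.01 to 6.79 in controls 1, 2, 4 and 7, within the MSx range of 5.85 to 6.95. In the other controls it was 8.31 to 8.59, so its control median falls in a gap. A further probe set of Aplnr and 1 of Brca1 were not called. The median difference was 0.12 among the higher and -0.13 among the lower probe sets, and 0 of the 679 differed by more than 2 times. These differences were small against the spread between mice: 70 of the 679 had an unadjusted p under 0.05 from limma. Without control 4 and MSx 4 the counts were 392 higher and 343 lower. They were 24 and 37 when only the probe sets with an SD above 0.001 were ranked, a setting added after the data had been seen, and the total of 679 was 374 without MSx 8, 440 without control 6, 452 without MSx 6 and 1027 without control 4.

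**Figure D2:**
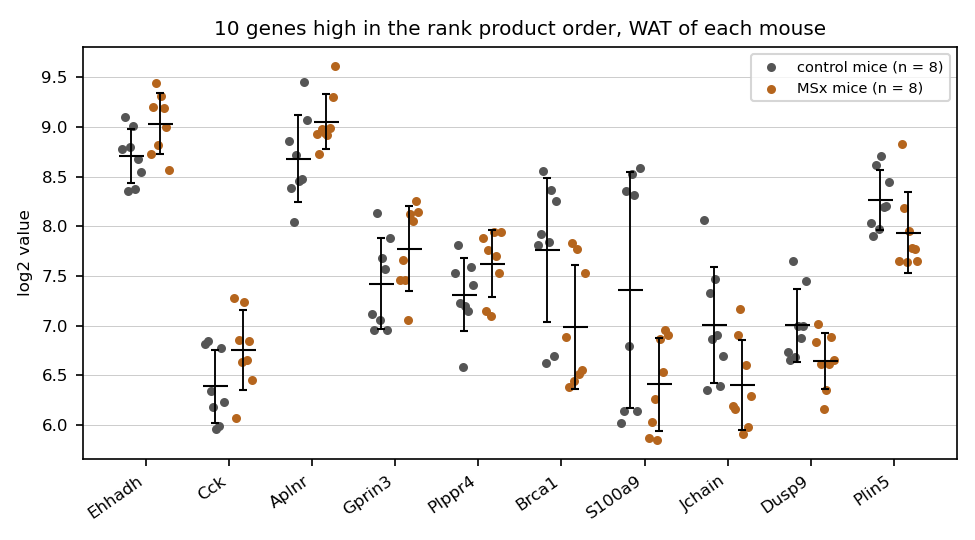
Log2 value per mouse (vertical axis) of 10 genes past rank products in WAT, in control and MSx mice (points, 8 per group), with the mean ± SD as bars. The groups overlap for each gene, and S100a9 has the largest mean difference, -0.95.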

A total of 539 DEGs were annotated with GO terms. 

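Of 140 measured genes in 10 lists of lipid metabolism, 3 rose and 17 fell in the WAT of MSx mice by rank products only. By the brightest probe set of each gene, rank products called 14.3% of these genes and 2.06% of all genes. Among genes that vary, the shares were 18.2% and 7.27%. The genes were not matched for spread in this comparison. By limma 0 of the 140 lipid genes passed the adjusted p over all probe sets, and 4 had an unadjusted p under 0.05: Ehhadh, Ebp, Bdh2 and Ppara. Of these only Ehhadh varied, so this count rests mostly on probe sets that are nearly flat. Among 13 genes of triglyceride synthesis 5 fell and 0 rose: Agpat2 by 0.12, Gpat3, which adds the first acyl chain to glycerol phosphate, by 0.27 (standard error 0.20), Pck1, which supplies glycerol phosphate, by 0.15 (0.17), Gpd1, which makes it from a glycolytic intermediate, by 0.14 (0.14), and Lpin1, which makes diacylglycerol, by 0.12 (0.17). Among 18 genes of lipolysis and lipid droplets 5 fell and 0 rose: Plin5, Hilpda and G0s2, both inhibitors of lipolysis, at -0.21 (standard error 0.11) and -0.10, Pnpla3 at -0.20 (0.23) and the droplet protein Cidea at -0.13 (0.16). Of 20 genes of fatty acid synthesis Thrsp rose by 0.08 and 3 fell. Srebf1, the transcription factor that drives this pathway, was 9.64 ± 0.13 in control and 9.42 ± 0.28 in MSx mice (SD, n = 8 each), Insig1, which holds it back, differed by -0.12, and Me1, which supplies NADPH, by -0.08. Of 23 genes of β-oxidation Ehhadh rose and Cpt2 (-0.11) and Acaa1b (-0.09) fell, while Hadh, which oxidizes fatty acids in mitochondria, did not pass at -0.09 (standard error 0.08). Of 19 genes of cholesterol synthesis Insig1 and Sqle (-0.09) fell, and of 16 PPAR targets and regulators Vnn1 (0.11) rose and Fgf21 (-0.14) fell. By the brightest probe set of each gene, none of 13 genes of fatty acid uptake, 17 of cholesterol efflux and bile acid synthesis or 4 of ketone bodies passed either test over all probe sets. Adjusted over the list alone, limma called 1 gene in the 10 lists, Bdh2, whose SD between mice was under 0.001. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 5.74 in both groups and hardly varied. Among other fat cell genes, Retn, the adipokine resistin, fell by 0.16 (standard error 0.18), and Ucp1, which uncouples respiration in brown fat, by 0.33 (0.30), while Lep, leptin, did not pass at 0.09 (0.10). Of 14 thermogenic genes 4 fell and 0 rose by rank products only: Ucp1, Cidea, Fgf21 and Cox8b (-0.11). Of 19 genes of insulin signalling and glucose uptake Pik3r1 rose by 0.11, and Hk2 (-0.19), Sh2b2 (-0.17), Gys2 (-0.11) and Socs3 (-0.11) fell. Agpat2, G0s2, Thrsp, Cpt2, Acaa1b, Sqle, Cox8b and Socs3 were named after their values were seen. Of the 30 genes named above that vary, control 4 was the lowest control for 21 and the highest for 3, and MSx 4 the lowest MSx mouse for 12 and the highest for 2. These are the mice with high epididymis genes. Without control 4 and MSx 4, 2 of the lipid genes rose and 22 fell. The mean difference turned without control 4 for Thrsp (-0.037) and Sqle (0.015) and without MSx 4 for G0s2 (0.017). It shrank by more than 2 times for Lep (0.02) without control 4, Acaa1b (-0.04) and Me1 (-0.04) without MSx 4, Agpat2 (-0.02) and Vnn1 (0.03) without MSx 7, Lpin1 (-0.06) and Gys2 (-0.05) without MSx 8, Fgf21 (-0.06) and Socs3 (-0.04) without control 3 and Cox8b (-0.04) without control 5. Other probe sets of Gpd1, Pck1, Lpin1, Me1, Sh2b2 and Pik3r1 differed from these in call. Where the brightest probe set was not called, another was called up for Fabp4, a fatty acid binding protein, and Elovl6 and down for Dgat2 and Aqp7, the last 3 named after their values were seen.

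**Figure D3:**
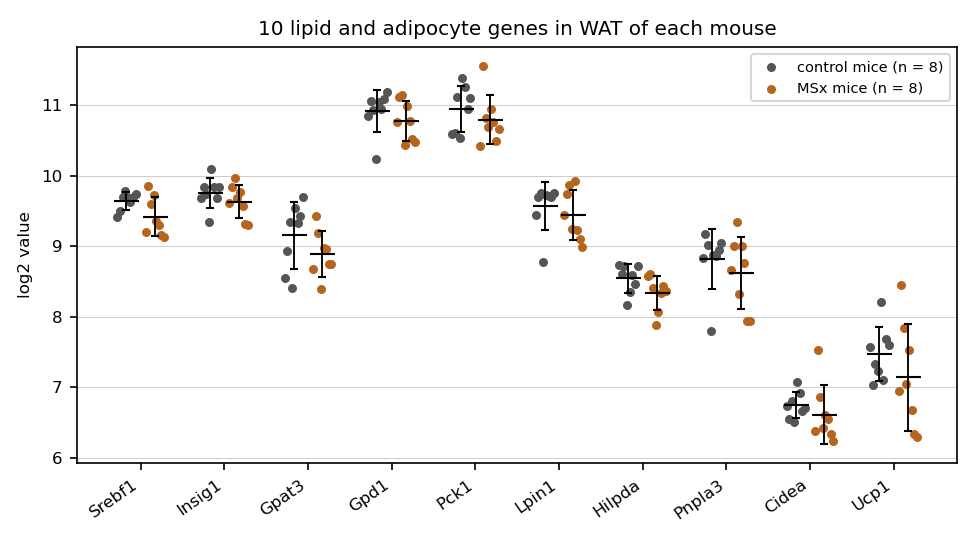
Log2 value per mouse (vertical axis) of 10 genes of lipid metabolism and fat cells in control and MSx mice (points, 8 per group), with the mean ± SD as bars. Gpat3 differs by -0.27 and Srebf1 by -0.22, and the groups overlap for each gene.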

DEGs related to lipid metabolism were not distinctly presented (Table 4). These results suggest that MSx intake did not influence functions related to lipid metabolism in WAT. 

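Averaged over each of 10 lists, lipid genes in the WAT of MSx mice differed from those of control mice by -0.07 to 0.08 on the log2 scale. Triglyceride synthesis averaged 9.61 ± 0.21 on the log2 scale in control and 9.53 ± 0.19 in MSx mice (SD, n = 8 each), a difference of -0.07 with a 95% interval from -0.27 to 0.12. This interval runs from 0.828 to 1.09 times the control level. Without control 4, whose array stood apart, the difference was -0.14, and leaving out any 1 mouse it ran from -0.14 to -0.04. Lipolysis and lipid droplet genes differed by -0.07 (interval -0.26 to 0.13), by -0.13 without control 4 and by -0.02 without MSx 4, β-oxidation by -0.02 (-0.15 to 0.10), fatty acid synthesis by -0.00 (-0.11 to 0.10) and cholesterol synthesis by -0.03 (-0.15 to 0.09). Leaving out 1 mouse, these 3 ran from -0.058 (without control 4) to 0.0020 (without MSx 4), from -0.027 (without MSx 4) to 0.024 (without MSx 7) and from -0.070 (without MSx 4) to -0.00022 (without control 4). The intervals were narrower for fatty acid uptake (-0.04 to 0.04), cholesterol efflux and bile acid synthesis (-0.05 to 0.05), ketone bodies (-0.06 to 0.07) and PPAR targets (-0.10 to 0.08), and each of these 4 differences also turned without some mice. In these 4 lists 12 of 13, 7 of 17, 3 of 4 and 11 of 16 measured genes varied. Genes that hardly vary draw a list's difference and interval toward 0. For these 9 lists the two-sided exact permutation p lay between 0.464 and 0.98. The genes that the paper measured by qRT-PCR in the liver were higher by 0.08 (interval 0.01 to 0.16, exact permutation p = 0.0424, adjusted p = 0.424 over the 10 lists), and Ehhadh is the 1 of their 4 measured genes that varied. None of the 10 lists was called by camera, with a smallest adjusted p of 0.162. Without control 4 and MSx 4, limma's camera called β-oxidation (adjusted p = 0.0181), triglyceride synthesis (adjusted p = 0.024) and lipolysis and lipid droplets (adjusted p = 0.0117) lower in MSx mice. None of these calls held with an estimated correlation in limma's camera (adjusted p = 0.695, 0.652 and 0.522 with an estimated correlation). From the GO terms annotated to the DEGs, among which lipid terms did not stand out, the paper proposes that MSx intake left the lipid functions of WAT uninfluenced.

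**Figure D4:**
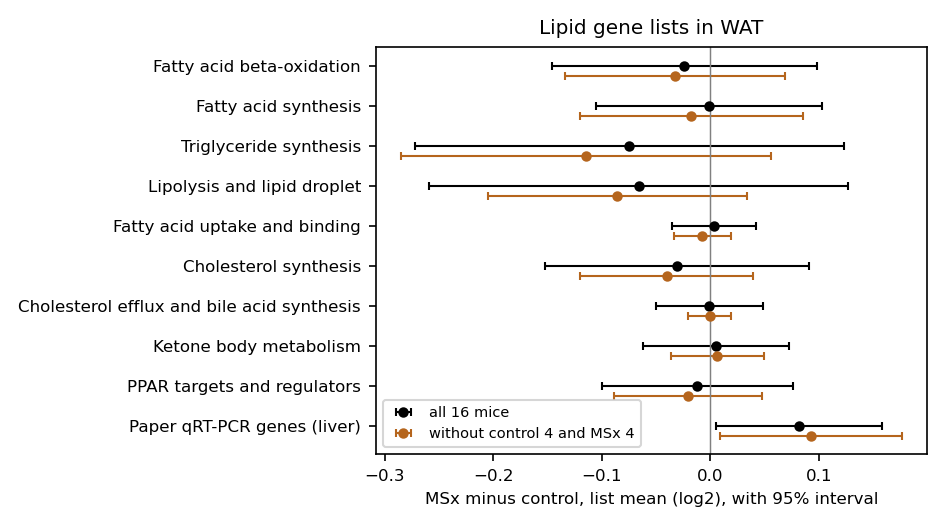
Difference in mean log2 value between MSx and control mice (horizontal axis) for 10 lipid gene lists, with 95% intervals, over all 16 mice and without control 4 and MSx 4. Over all mice the interval of 9 lists includes 0, and that of the qRT-PCR genes runs from 0.01 to 0.16.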

GO terms and annotated DEGs are listed in Additional file 4.

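Genes of inflammation and repair passed rank products, and no other test, in both directions. Saa3, an acute-phase protein made in fat, rose by 0.22 (standard error 0.21, n = 8 per group), Thbs1, the matrix protein thrombospondin, by 0.26 (0.17), Egr1, an immediate early transcription factor, by 0.17 (0.14), and S100a8, the partner of S100a9, by 0.14 (0.18). The chemokine gene Ccl8 was 8.93 ± 0.86 in control and 8.53 ± 0.58 in MSx mice (SD), and Il1rn, the interleukin-1 receptor antagonist, differed by -0.19 (standard error 0.16). Several of these differences rest on 1 mouse: Ccl8 differed by -0.41 over all mice and by -0.14 without control 5, S100a8 by 0.04 and Saa3 by 0.10 without control 4, and Egr1 by 0.09 without MSx 7. Of the 115 probe sets in the table, 114 passed rank products in the direction given there, 61 of 61 up and 53 of 54 down, and 96 did so without control 4 and MSx 4. Without 1 mouse the 114 became 61 to 96, with 61 without MSx 8, 67 without MSx 7, 68 without MSx 5 or MSx 6 and 75 without control 6. They were 43 and 40 over the upper part of the probe sets by mean and by SD, 15 over those with an SD above 0.001, a setting added after the data had been seen, and 23 at an FDR under 0.001. By limma 0 passed the adjusted p, while 8 had an unadjusted p under 0.05. The study chose these probe sets on the same mice, so their directions are not independent evidence. Their median difference was 0.11 for the probe sets listed as up and -0.14 for those listed as down. Alb, serum albumin, was 6.62 ± 0.08 in control and 6.95 ± 0.76 in MSx mice, with 8.84 in MSx 6 and 6.59 to 6.83 in the other MSx mice, and it differed by 0.06 without MSx 6. For 7 of the 61 probe sets listed as up, the mean was lower in MSx mice. They include the interferon-inducible GTPases Gbp3 (-0.05), Gbp7 (-0.07) and Ifi47 (-0.15), and control 5 had the highest control value in each of the 7. Gbp3 was 9.64 in control 5 and 6.98 to 7.36 in the other control mice. Without control 5 these 3 genes differed by 0.26, 0.20 and 0.14, and the difference was positive for 7 of the 7 probe sets. Gbp3, Gbp7 and Ifi47 each lay above the control median in 7 of 8 MSx mice. Tested as lists by limma's camera, the genes given as up under wounding (adjusted p = 0.0118), organic substance (adjusted p = 0.0118) and inflammatory response (adjusted p = 0.0478) were higher, and those given as down under immune response (adjusted p = 0.0118) were lower. By limma's camera with an estimated correlation none of these calls held (adjusted p = 0.804, 0.382, 0.804 and 0.804 with an estimated correlation), and with the preset one 0 of all 54 lists were called without control 1 or control 6, 1 without MSx 5 or MSx 8, 2 without MSx 6, 7 without control 3, 10 without MSx 4, 13 without MSx 2 and 17 without control 4.

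**Figure D5:**
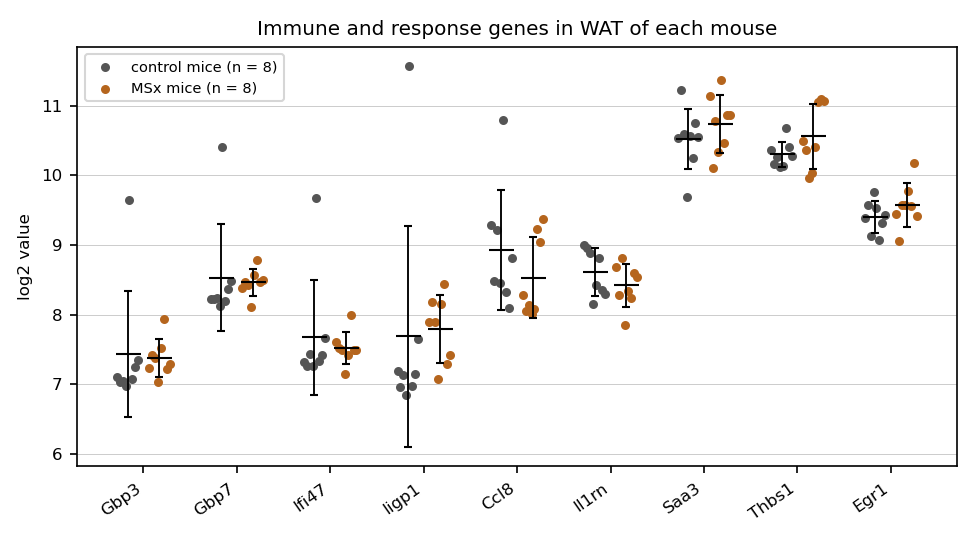
Log2 value per mouse (vertical axis) of 9 immune and wounding genes in control and MSx mice (points, 8 per group), with the mean ± SD as bars. Control 5 is the highest control mouse for Gbp3, at 9.64, and for Ccl8, at 10.79.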

**Table 4:** GO terms annotated to genes differentially expressed in WAT

GO ID	GO term^a^	Number of genes
GO:0006955	Immune response	33
GO:0006952	Defense response	31
GO:0006954	└ Inflammatory response	24
GO:0009611	Response to wounding	30
GO:0042330	Taxis	15
GO:0006935	└ Chemotaxis	15
GO:0010033	Response to organic substance	33

*GO* Gene Ontology. ^a^ GO terms with FDR < 0.01

### Cecal microbiota

The gut microbiota is reported to affect host lipid metabolism [26]. Therefore, the effect of MSx intake on the gut microbiota in the cecum, an active site of fermentation by intestinal bacteria in rodents, was examined by T-RFLP analysis. Seven bacterial OTUs were estimated in each group (Table 5). There were no significant differences between the two groups in terms of the relative abundance of bacteria. These results indicate that MSx intake did not influence gut microbial composition.

**Table 5:** Bacterial composition of cecal contents in mice fed a normal or MSx-supplemented diet

Bacteria		OTU area (%)	
Phylum	Lower group	Control	MSx
*Bacteroidetes*	*Bacteroidales*	16.13 ± 1.58	19.00 ± 1.30
*Firmicutes*	*Lactobacillus*	11.80 ± 1.28	10.09 ± 1.28
	*Clostridiales*	47.89 ± 1.83	47.17 ± 3.21
	*Erysipelotrichaceae*	7.14 ± 1.91	6.76 ± 3.12
	Subtotal	66.84 ± 1.18	64.02 ± 1.01
Other	*Coriobacteriales*	1.83 ± 0.07	1.75 ± 0.11
	*Mucispirillum*	0.37 ± 0.08	0.31 ± 0.12
	*Parasutterella*	2.83 ± 0.29	2.45 ± 0.26
	Others	12.02 ± 0.53	12.48 ± 0.60
	Subtotal	17.04 ± 0.78	16.98 ± 0.74

Values represent the means±SEMs of 8 mice. *OTU* operational taxonomic unit

## Discussion

According to the results of this study, dietary intake of MSx alters lipid metabolism (Fig. 3). The serum LDL cholesterol level and the hepatic gene expression profile suggested that MSx intake accelerates cholesterol catabolism and fatty acid degradation in the liver. Cholesterol synthesized in the liver is catabolized to bile acid or secreted into the blood as VLDL, which is then converted to LDL. This fact suggests that MSx intake causes cholesterol to be catabolized in the liver rather than being secreted into the blood. Ingestion of food components suppressing the absorption of bile acids from the intestine reduces LDL cholesterol level and promotes bile acid synthesis [27]. Thus, MSx may inhibit the absorption of bile acids; however, a difference between the groups in terms of the total bile acid level in feces was not observed. It is therefore likely that the LDL cholesterol-lowering effect of MSx was not caused by inhibiting the absorption of bile acids. Ketone bodies and cholesterol are synthesized from acetyl-CoA. Hepatic gene expression analysis using DNA microarray suggested that MSx intake promotes ketone body production and is supported by a slight elevation in serum total ketone body level (*p* = 0.23). Thus, MSx intake may cause the use of acetyl-CoA for ketogenesis rather than cholesterol synthesis, resulting in a decrease in serum LDL cholesterol levels. The enhanced ketone body production in diabetic patients is caused by the promoted utilization of fatty acids as an energy substrate due to the impairment of glucose utilization. However, there were no significant differences between the two groups with respect to the levels of serum glycated albumin, glucose, or insulin. This result indicates that MSx intake does not aggravate diabetic symptoms. Detailed research is needed to understand the mechanism of the underlying effect.

**Fig. 3:**
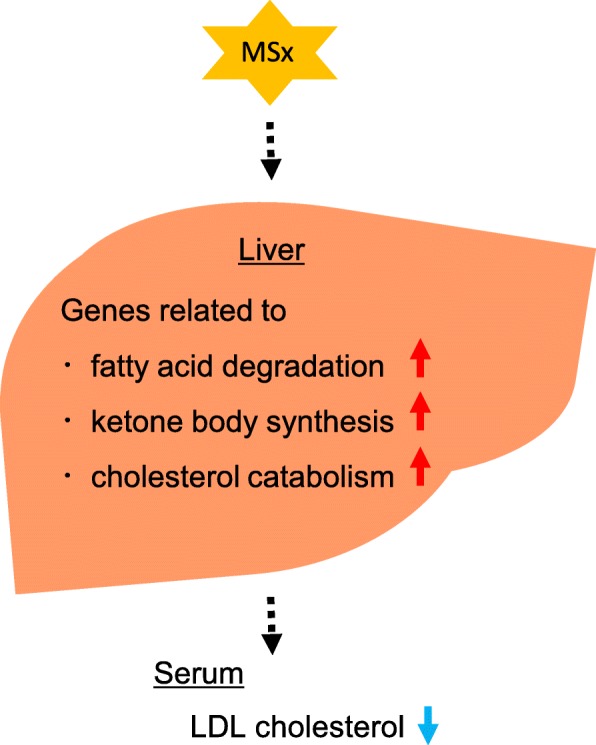
Effect of MSx intake in obese diabetic mice

Various parameters (e.g. insulin, NEFA, and total ketone body in serum) in this study showed the large variance, which may be derived from an individual difference of KK-*A*^*y*^ mice. The results of qRT-PCR analysis were also affected by an individual difference, especially C1 in the control group. The effects of MSx intake on lipid metabolism of KK-*A*^*y*^ mice will be accurately revealed by increasing sample size.

In the context of diabetes, including in KK-*A*^*y*^ mice, the catabolism of lipoproteins such as VLDL and LDL is suppressed due to insulin resistance, resulting in the elevation of these lipoprotein cholesterol levels in blood [28], which is one of the pathologies of dyslipidemia. Our finding that serum LDL cholesterol level was lowered by MSx intake suggests that MSx can help alleviate one of the symptoms of dyslipidemia.

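In WAT, 17 of 184 measured genes in 10 lists of immune cells and responses were called up in MSx mice and 9 down, by rank products only. By the brightest probe set of each gene, rank products called 14.1% of these genes and 2.06% of all genes. Among genes that vary, the shares were 22.6% and 7.27%, without matching for spread. By limma 0 of the 184 immune genes passed over all probe sets and 0 when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of 19 acute-phase genes Saa3, Hp and Lcn2 (0.12) rose and 0 fell. Hp, haptoglobin, was 13.40 ± 0.20 on the log2 scale in control and 13.53 ± 0.14 in MSx mice (SD, n = 8 each). Of 26 chemokine and cytokine genes Ccl7, which attracts monocytes, rose by 0.14 (standard error 0.14), as did Ccl11 (0.10), Il33 (0.09) and Ccl5 (0.04), and Ccl8, Il1rn and Ccl6 (-0.09) fell. Of 14 genes of B and plasma cells Jchain and Iglv1 (-0.13) fell and 0 rose. The list's mean differed by -0.05 (exact permutation p = 0.0452, adjusted p = 0.904 over 40 lists). Of 29 macrophage genes Cd163 (0.08) and Ccr2 (0.07) rose and C1qb (-0.10), Clec4d (-0.08) and Itgax (-0.06) fell, of 14 neutrophil genes S100a8 and Lcn2 rose and S100a9 fell, and of 21 T and NK cell genes Ccl5 rose. The macrophage list was lowest among the controls in control 4 (9.97) and among the MSx mice in MSx 4 (9.80), and without both 2 of its genes rose and 0 fell. Of 30 interferon-responsive genes Iigp1, Gbp3, Gbp7, Ifi47 and Igtp were called up and 0 down by rank products (5 and 3 without control 4 and MSx 4), but the mean was lower in MSx mice for Gbp3 (-0.05), Gbp7 (-0.07), Ifi47 (-0.15) and Igtp (-0.17), and for 21 of the 24 that varied. The list's mean difference was -0.07, but 0.09 without control 5, where 2 of the 24 had a lower mean and 22 a higher one, a setting added after the data had been seen. Iigp1, an interferon-inducible GTPase, was 11.57 in control 5 and 6.85 to 7.66 in the other control mice. It differed by 0.11 (standard error 0.58), while its other probe set differed in the opposite direction. The difference of Iigp1 turned to -0.01 without control 4 and was 0.66 without control 5. Lcn2, Il33, Itgax and Igtp were named after their values were seen. Other probe sets of Iglv1, Ccr2, C1qb and Ccl6 differed from these in call. Where the brightest probe set was not called, another was called up for Cxcl12, Cxcl13 and H2-Aa and down for Ighm, Lbp, Msr1 and Cp, the last 2 named after their values were seen. Lcn2 was 12.82 in control 4 and 12.80 in MSx 4, against at most 8.56 and 8.84 in the other mice of their groups, and its difference was -0.47 without MSx 4, -0.03 without control 6 and -0.02 without control 8. The sign also turned for Cd163 (-0.05) and Ccl5 (-0.04) without control 4, for Clec4d (0.01) and Itgax (0.04) without MSx 4, for Ccl5 without control 6 (-0.02) or MSx 6 (-0.14) and for Ccr2 without MSx 8 (-0.02). Differences that shrank by more than 2 times without 1 mouse were those of C1qb (-0.0010 without MSx 4 and -0.02 without control 5), Ccl8 (-0.14 without control 5), Ccl11 (0.01), S100a8 (0.04) and Saa3 (0.10) without control 4, Ccl6 (-0.03) and Il33 (0.02) without MSx 4 and Ccl7 (0.06) without MSx 7. None of the 10 immune lists was called by camera, with a smallest adjusted p of 0.144, for the acute-phase genes.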

Using gene expression analysis of the liver and WAT, this study showed the possibility that MSx intake may affect the immune system. However, the results demonstrating the effect of MSx intake at the protein level could not be shown. Thus, further study is required to understand the effect of MSx intake on the immune system.

## Conclusion

The present study examined the effect of MSx intake in obese diabetic mice. The intake of MSx does not influence chronic hyperglycemia, but it reduces the LDL cholesterol level. Hepatic gene expression analysis suggested that the intake of MSx promotes cholesterol catabolism, although further studies are required to identify the detailed mechanism underlying the reduction in LDL cholesterol levels. Our findings provide evidence that MSx contributes to alleviating one of the symptoms of dyslipidemia.

## Supplementary information

**Additional file 1.** Primer information.

**Additional file 2.** GO terms and annotated DEGs in the liver. Up and down represent DEGs that were up- and downregulated, respectively, in mice fed MSx compared to the levels in controls. Fold change was calculated from the expression value of each probe normalized by the Affymetrix Micro Array Suite 5.0 method.

**Additional file 3.** DEGs related to the immune system in the liver. Down represents DEGs that were downregulated in mice fed MSx compared to the levels in controls.

**Additional file 4.** GO terms and annotated DEGs in WAT. Up and down represent DEGs that were up- and downregulated, respectively, in mice fed MSx compared to the levels in controls. Fold change was calculated from the expression value of each probe normalized by the Affymetrix Micro Array Suite 5.0 method.

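In this table up and down follow from rank products over FARMS values, in which the probes of a probe set are weighted by their common signal. The paper takes its fold changes from MAS 5.0, which computes a signal for each array on its own and subtracts that of mismatched probes. MAS 5.0 values were not analysed here. In the deposited log2 values 54 of the 61 probe sets listed as up had a higher mean in MSx mice, and 54 of the 54 listed as down had a lower one. The heading immune response holds 48 of the probe sets, response to organic substance 43, response to wounding 39, inflammatory response 30, chemotaxis 18 and defense response 8. A probe set can stand under several headings. The 8 under defense response name 7 genes, fewer than the paper counts for this term, in which it includes inflammatory response.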

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus database at the National Center for Biotechnology Information, https://www.ncbi.nlm.nih.gov/geo/ (accession no: GSE112603 and GSE112687).

## Abbreviations

CIEA: Central Institute for Experimental Animals
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEG: Differentially expressed gene
FDR: False discovery rate
GO: Gene Ontology
HDL: High-density lipoprotein
HOMA-IR: Homeostasis model assessment of insulin resistance
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL: Low-density lipoprotein
MSx: Maple syrup extract
NEFA: Nonesterified fatty acid
OTU: Operational taxonomic unit
TNF: Tumor necrosis factor
T-RFLP: terminal restriction fragment length polymorphism
UniProtKB: Universal Protein Resource Knowledgebase
VLDL: Very low-density lipoprotein
WAT: White adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

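Epididymal WAT of 8 control mice and 8 mice fed the diet with 0.05% MSx for 42 days was measured on Affymetrix mouse genome arrays, 1 array per mouse. The authors normalized the arrays by quantiles, summarized the probe sets by FARMS in R 3.2.2, and deposited the result as log2 values, which were used without further scaling. The liver arrays were not analysed here, and neither were MAS 5.0 values or the original intensities.

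The table holds 45101 probe sets. After 64 control probe sets of the manufacturer were left out, 45037 were tested, of which 34945 name 1 gene, 932 several genes and 9160 none. They name 18193 genes, each represented in gene lists by the probe set with the highest mean among those that name it alone. For 36194 probe sets the SD over the 16 mice was at most 0.001 (median SD 1.03e-05), as FARMS leaves probe sets without common signal, and the median SD of the other 8843 was 0.14. An array gives no read depth, so the number of mice limits the precision. No genome build is named for these values, and no positions are given.

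MSx and control mice were compared for each probe set with limma 3.58.1 in R 4.3.3, with p-values adjusted by the method of Benjamini and Hochberg over the 45037 probe sets and a threshold of 0.05. Rank products were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, following the published procedure over all 64 pairs of an MSx and a control array with 100 permutations. The threshold was the paper's, an FDR under 0.02. Probe sets called in both directions, 6 in all, were left out. Figures were drawn with matplotlib 3.10.9.

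A set of 40 gene lists for lipid metabolism, adipocytes, immune cells, stroma, other tissues and responses was fixed before the data were examined, as were the tests, the thresholds and the other settings below. Another 14 lists were taken from the paper's additional files, and those from WAT were chosen by the study on the same mice. The 54 lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. For 10 lipid lists the mean per mouse was compared by limma, with 95% intervals, and by an exact permutation test.

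The genes named in the text follow a rule set before the data were examined. It takes the 10 genes per direction with the largest difference past limma, filled up in order of rank products where fewer passed, every gene that the paper names, up to 4 members of each list by limma's statistic, and the genes of Additional file 4, whose printed values had been seen. The text names part of the genes that it takes, and which part was decided after their values were seen. A gene outside the rule is said to have been chosen after its values were seen. Where a gene has several probe sets, the one with the highest mean is given.

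Other settings tried were a repeated quantile normalization, centring each array on its median, the upper part of the probe sets by mean or by SD, limma with a trend and robust variances, array weights, other thresholds, genes in place of probe sets, the t-test that the methods name for other measures, same-number pairs of mice as a block, the mean of probe sets per gene, and leaving out each mouse. The sample numbers were not taken as pairs of mice. Settings added after seeing the data were probe sets with an SD above 0.001, the mice without control 4 and MSx 4, both together, Additional file 4 without control 5, and the means of the interferon, B cell and mesothelial lists without each mouse.

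On simulated arrays with known differences in 50 probe sets per size, limma recovered 36% of differences of 0.25 and 98% of differences of 1 on the log2 scale, and rank products, on arrays of equal spread, recovered 26% and 100%.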

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

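In each group of 8 mice, the gap between the most extreme mouse and the next was divided by the whole range of the group. This ratio exceeded 0.526, the 95% value of Dixon's test for 8 values, in 50 of 224 groups, where chance alone gives about 1 in 20. Control 4 was the extreme mouse in 23 of them, control 5 in 10, MSx 4 in 9, MSx 6 in 4, MSx 2 in 3 and control 7 in 1. The tests of epididymis tissue and of RNA quality in control 4 and MSx 4 and of quality in control 5 were chosen after the result was seen, and Gpx5, Lcn5 and Il7r were named after their values were seen.

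Control 4 and MSx 4 stood apart, with median correlations with the other arrays of 0.880 (ratio 0.952) and 0.887 (ratio 0.964) against at least 0.99, and with epididymis genes at 11.39 (ratio 0.993) and 11.38 (ratio 0.986). Damaged RNA would take signal away, and against it as the whole cause the median gene of the epididymis list was 6.85 higher in both arrays, although their 3' to 5' differences lay beyond those of the other 14 by 0.0585 for Actb and 0.0172 for Gapdh. Against 1 library under 2 labels, the arrays differed by a median of 0.0527, more than the 0.0419 of the closest other pair. Epididymis tissue in the fat pad may be the source: 15 of the 17 measured genes of its list, of which 0 lay above the median probe set in the other 14 mice and 0 are held by another list, were over 2 times higher in both, with Gpx5 at 13.70 and 13.68 and Lcn5 at 13.47 and 13.46, and the next list of another tissue rose by 0.58. One mouse of each diet is affected, so the diet was not tested as a cause.

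In control 4 the mean was lowest for β-oxidation (9.98, ratio 0.585), lipolysis and lipid droplets (9.86, ratio 0.636), fatty acid uptake (11.14, ratio 0.56), adipocyte identity (10.06, ratio 0.754), insulin signalling (8.34, ratio 0.66) and macrophages (9.97, ratio 0.716). It was highest for cholesterol synthesis (8.55, ratio 0.721), ketone bodies (8.52, ratio 0.526) and testis and sperm genes (6.23, ratio 0.97). Genes of cholesterol efflux and bile acid synthesis were lowest in control 4 (7.77, ratio 0.739) and in MSx 4 (7.77, ratio 0.791). Among single genes, control 4 was lowest for Gpd1 (10.23, ratio 0.649), Lpin1 (8.78, ratio 0.683), Pnpla3 (7.79, ratio 0.751), Retn (10.59, ratio 0.554), Acaa1b (9.77, ratio 0.556), Me1 (10.06, ratio 0.605), Gys2 (7.74, ratio 0.588) and Ccl11 (7.80, ratio 0.61). Lcn2 was highest in control 4 (12.82, ratio 0.805) and in MSx 4 (12.80, ratio 0.782), as were Sqle (8.56, ratio 0.83, and 8.51, ratio 0.548) and Manf (11.35, ratio 0.58, and 11.29, ratio 0.623). MSx 4 was highest for testis and sperm genes (6.28, ratio 0.89) and neutrophil genes (6.76, ratio 0.695) and lowest for pancreas genes (6.19, ratio 0.526). Of the 14 neutrophil genes 3 vary, and the high mean in MSx 4 rests on Lcn2. There S100a9 was lowest among the MSx mice (5.85), and S100a8 (10.73) lay within the 10.22 to 11.34 of the others.

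Interferon-responsive genes were high in control 5, with a list mean of 8.59 (ratio 0.838), Gbp3 at 9.64 (ratio 0.857), Gbp7 at 10.41 (ratio 0.838), Ifi47 at 9.68 (ratio 0.829), Iigp1 at 11.57 (ratio 0.828) and Igtp at 11.08 (ratio 0.882), beside the T and NK cell list at 6.41 (ratio 0.597), MHC class II at 9.41 (ratio 0.583), Ccl8 at 10.79 (ratio 0.558) and Ccl5 at 8.92 (ratio 0.622). Against array or RNA quality as the whole cause, 62.5% of the list's varying genes (15 of 24) were over 2 times higher than the mean of the other controls and 0.293% of other varying genes (15 of 5120), although its 3' to 5' difference lay beyond the other controls without control 4 by 0.0292 for Actb and its median correlation by 0.0037. Leukocytes in the fat pad may have contributed, since the T and NK cell list exceeded the highest other control by 1.48 times the others' range, or 0.14 on the log2 scale, and by 1.38 times without the 1 gene that another list holds. Of its 21 genes 7 lie above the median probe set in the other mice, its most abundant varying gene, Il7r, was 9.92 in control 5 and up to 10.22 in the others, Ccl5 was up to 8.84 in the others, and macrophage, neutrophil and B cell lists of control 5 lay under the highest other control. The mouse is a control, so the diet gives no explanation, and no other biological explanation was tested.

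MSx 2 was highest for oxidative phosphorylation (10.94, ratio 0.577), Plin5 (8.83, ratio 0.546) and Pck1 (11.56, ratio 0.542). MSx 6 was highest for liver genes (7.12, ratio 0.795), Alb (8.84, ratio 0.896), Ccl5 (8.84, ratio 0.624) and Iglv1 (6.31, ratio 0.609). Control 7 was highest for Bnc1 (7.25, ratio 0.619).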

How the results depend on the processing

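Tests added after the result was seen were those with probe sets of an SD above 0.001, without control 4 and MSx 4, and with both. The cause was not tested for any of the changes below. What can be seen is limited, since 36194 of 45037 probe sets hardly vary in the deposited values. Whether these lack signal over background was not tested, and the brightest probe set of Fabp4, at the upper end of the scale, is among them.

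Rank products called 679 probe sets. The count was 229 over the upper part of the probe sets by mean, 212 by SD, 61 with an SD above 0.001, 78 with this filter and without control 4 and MSx 4, 123 at an FDR under 0.001 and 1281 at an FDR under 0.05, and the first 4 of these settings also rank fewer probe sets. Leaving out 1 mouse gave 374 (without MSx 8) to 1027 (without control 4), with 440 without control 6 and 452 without MSx 6, and the others within 1.5 times. With same-number pairs of mice as a block the count was 1328, but the numbers were not taken as pairs: 7 of 8 same-number pairs correlated over 0.1, the lowest at 0.028, as did 41 of 56 with different numbers (medians 0.462 and 0.365), and 6 of 16 mice matched best with their own number.

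An unadjusted p under 0.05 was found by limma for 1908 probe sets, 95 of them with an SD above 0.001. Rank products called 679, and limma called 0 at the adjusted p. The count by limma was 2 with array weights, 2 without control 4 and MSx 4 and 4 with the filter on SD as well. It was 1814 by the unadjusted t-test of the methods. Leaving out 1 mouse gave 0 to 1, with 1 without MSx 4. Under the other alternatives it was 0.

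Of 54 lists, camera called 4. With an estimated correlation it called 0, without control 4 and MSx 4 it called 10, and without 1 mouse 0 (without control 1 or control 6) to 17 (without control 4), with 7 without control 3, 13 without MSx 2, 10 without MSx 4, 1 without MSx 5, 2 without MSx 6 and 1 without MSx 8. The other counts lay within 1.5 times.

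For the mean of the 10 lipid lists, 0 passed in each alternative, and 183 of 210 values kept their direction. The 27 that turned belong to 6 lists. Repeated quantile normalization gave 0.00252 for fatty acid synthesis and 0.00127 for cholesterol efflux and bile acid synthesis, and leaving out control 4 and MSx 4 gave -0.00744 for fatty acid uptake. Leaving out 1 mouse, the difference ran from -0.0267 to 0.0241 for fatty acid synthesis (turned without control 4, 5, 7 or 8 or MSx 1, 6, 7 or 8), from -0.0149 to 0.0136 for cholesterol efflux and bile acid synthesis (turned without control 1, 2, 3, 5, 6 or 7 or MSx 4), from -0.0127 to 0.0246 for ketone bodies (turned without control 1 or 2 or MSx 2 or 4), from -0.0382 to 0.00836 for PPAR targets (turned without control 3 or MSx 4), from -0.00725 to 0.00941 for fatty acid uptake (turned without control 4 or MSx 6) and from -0.0579 to 0.00199 for β-oxidation (turned without MSx 4). The other 4 kept their sign, from -0.138 (without control 4) to -0.0447 (without MSx 7) for triglyceride synthesis, -0.134 (without control 4) to -0.0179 (without MSx 4) for lipolysis and lipid droplets, -0.0704 to -0.000218 for cholesterol synthesis and 0.0669 to 0.0982 for the qRT-PCR genes. The interferon list ran from -0.111 to 0.0867 (turned without control 5), B and plasma cells from -0.0602 to -0.038 and mesothelial genes from 0.022 to 0.178.

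For the 72 genes named with values, 1918 of 1939 values kept their direction. Of the 71 that vary, 16 turned without some mouse, and 21 others shrank by more than 2 times, such as Ccl8 from -0.41 to -0.14 without control 5 and C1qb from -0.10 to -0.0010 without MSx 4. Without 1 mouse, Iigp1 ran from -0.012 (turned, without control 4) to 0.66 (without control 5), Ifi47 from -0.22 to 0.14, Gbp3 from -0.13 to 0.26, Gbp7 from -0.13 to 0.20 and Igtp from -0.26 to 0.30, the last 4 turned without control 5. Lcn2 ran from -0.47 (without MSx 4) to 0.72, Ccl5 from -0.14 (without MSx 6) to 0.24, Per1 from -0.13 to 0.015 (without MSx 7), Cd163 from -0.048 (without control 4) to 0.16, Thrsp from -0.037 (without control 4) to 0.15, Ccr2 from -0.016 (without MSx 8) to 0.14, Clec4d from -0.16 to 0.014 (without MSx 4), G0s2 from -0.21 to 0.017 (without MSx 4), Itgax from -0.13 to 0.040 (without MSx 4), Manf from -0.040 (without MSx 4) to 0.21 and Sqle from -0.21 to 0.015 (without control 4). Lcn2 also turned without control 6 (-0.034) and control 8 (-0.024), Ccl5 without control 4 (-0.045) and control 6 (-0.017) and Per1 without control 3 (0.0015). Of the Additional file 4 probe sets, 114 passed rank products as listed, 43 and 40 over the upper part by mean and by SD, 15 with an SD above 0.001, with or without control 4 and MSx 4, 96 without these 2 mice, 107 after repeated quantile normalization, 103 with same-number pairs, 23 at an FDR under 0.001, 115 at one under 0.05 and 61 (without MSx 8) to 96 (without control 4 or MSx 3) without 1 mouse. Without control 5, 61 of 61 listed as up had a positive mean difference.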

Differences from the paper's values

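No count of DEGs in WAT differed from the paper's by more than 1.5 times: 276 genes were higher here and 241 in the paper, 226 were lower here and 298 in the paper, and the totals were 502 here and 539 in the paper, all at the paper's FDR under 0.02. The setting was fixed before the data were examined. The paper's methods define DEGs as the genes for the called probe sets. Counted as probe sets, the 366 higher ones here would be 1.52 times the paper's 241, and the 313 lower ones 1.05 times its 298.

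The paper reports more genes down than up in WAT, and more were up here. Lower genes outnumbered higher ones without MSx 1 (231 higher, 283 lower), without MSx 2 (197 and 333), without MSx 3 (233 and 308), without MSx 5 (164 and 201), without MSx 6 (133 and 200), without MSx 7 (150 and 216), without MSx 8 (115 and 159), without control 4 (387 and 390), at an FDR under 0.05 (465 and 497) and with same-number pairs as a block (481 and 521). Without control 5 there were 241 higher genes, the paper's number, and 120 lower ones. Without MSx 3 the total was 540.

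Of the 115 probe sets in Additional file 4, 1 that is listed as down, for Cd300c2, was not called here, at an FDR of 0.0201. It was called at an FDR under 0.05, without control 4, without MSx 1, without MSx 3, without MSx 7 and without MSx 8, and with same-number pairs as a block. The other 114 were called in the direction listed.

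The additional file gives 61 probe sets as up in MSx mice, and 54 of them had a higher mean here. The other 7, among them Gbp3 at -0.05, Gbp7 at -0.07 and Ifi47 at -0.15, had a lower mean, although rank products called them up here as well. Without control 5 the differences of these 3 genes were 0.26, 0.20 and 0.14.

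The paper's fold changes in this file lie under 1 for 37 of the 61 probe sets listed as up and over 1 for 8 of the 54 listed as down, 45 of 115 in all. In the deposited log2 values, 77 of 115 differences fall on the side of the paper's fold change. In the paper's table for the liver, 79 of 90 probe sets listed as up are over 1 and 85 of 86 listed as down are under 1. The 2 tables share 18 probe sets, and the paper prints the same fold change in both tissues for 18 of the 18, although 13 of them have the same direction in both. The values do not show from which tissue's arrays the fold changes of these probe sets come, and MAS 5.0 values were not analysed here.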

Other observations

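Chosen after the result was seen were the tests of the rank product calls over all 16 mice and of the limma calls against other divisions of the mice, the settings without control 4 and MSx 4, and the filter on SD.

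Mesothelial genes, which mark the cell layer that covers the fat pad, had a higher mean in MSx mice for 15 of 15 measured genes, and 7 of them rose and 0 fell by rank products only (9 and 0 without control 4 and MSx 4). By limma 0 passed the adjusted p and 0 had an unadjusted p under 0.05. Bnc1, a transcription factor of these cells, was 6.70 ± 0.25 in control and 6.81 ± 0.24 in MSx mice (SD, n = 8 each), and Gpm6a, a membrane glycoprotein, differed by 0.14 (standard error 0.20), and by 0.05 without control 6. The list's mean differed by 0.09 (0.02 without MSx 4 to 0.18 without control 4; over all mice exact permutation p = 0.568, adjusted p = 0.98 over 40 lists). By limma's camera it was called without control 4 and MSx 4 (adjusted p = 0.0306, and adjusted p = 0.695 with an estimated correlation) but not over all mice (adjusted p = 0.169). In control 4 and MSx 4, 4 of the 15 genes, keratins that other epithelia share among them, were over 2 times higher than in the other mice.

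Genes of oxidative phosphorylation had a lower mean in MSx mice for 14 of the 17 that varied among 27 measured, and 0 passed rank products. By limma's camera the list had an adjusted p of 0.0516 over all mice and of 0.0189 without control 4 and MSx 4 (adjusted p = 0.678 with an estimated correlation). Of 22 genes of the unfolded protein response Dnajc3 (0.11) and Manf (0.07), chaperone and secreted stress proteins, rose and 0 fell by rank products only. Other probe sets of Dnajc3 were not called, and Manf was highest in control 4 and MSx 4 and differed by -0.04 without MSx 4. Of 17 clock genes 0 rose, and Per1 (-0.06) and Per2 (-0.09), named after their values were seen, fell by rank products only, with Per1 at 0.015 without MSx 7 and 0.0015 without control 3. By the brightest probe set none of 23 cell cycle genes or 20 antioxidant genes passed rank products, and another probe set of Ces1d, an antioxidant list gene named after its values were seen, was called down. By limma these lists had 0 genes past the adjusted p and 0 with an unadjusted p under 0.05.

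The genes that limma called in some settings were named after their values were seen. Csnk2a1, the catalytic subunit of a protein kinase, was 0.09 higher in MSx mice (standard error 0.01, adjusted p = 0.215 from limma), with an adjusted p of 0.041 with array weights, 0.0184 without MSx 4 and 0.0254 without control 4 and MSx 4. Jam2, an adhesion molecule of endothelial junctions, differed by -0.26 (standard error 0.04, adjusted p = 0.236 from limma), with an adjusted p of 0.0438 with array weights and 0.0254 without control 4 and MSx 4, and its brightest probe set was not called. Ddx6, an RNA helicase, and Kctd12b differed by 0.13 and 0.24, and limma called them only with the filter on SD and without control 4 and MSx 4 (adjusted p = 0.0462 and 0.0249 from limma).

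Rank products called 679 probe sets between MSx and control mice, and chance could not be excluded: 79 of 100 divisions of the 16 mice into 8 and 8 called as many, the real one included, with up to 2845 in another, and without control 4 and MSx 4, 63 of 100 called as many as the real 735, with up to 2633. Divisions with several times the real count point to a structure of the samples, and those with control 4 and MSx 4 on one side had a median of 1873 calls against 844 for the others. Unequal spread between probe sets may account for such counts. Simulated arrays without any difference, in which each probe set kept its own spread, gave a median of 1319 calls (1273 to 1338). Arrays of equal spread gave 0, and the called probe sets had a median SD of 0.29 against 0.132 for the others that vary. The spread over all 16 mice is widened for the 706 probe sets over 2 times higher in control 4 and MSx 4. The simulation was not repeated without these 2 mice, so how far they raise its count was not tested. Over the 14 mice without control 4 and MSx 4, a diet effect shared by the mice cannot be told apart from its absence, since 48.7% of the top-ranked probe sets of some mice kept their direction in the others, against a median of 49.6% and a range of 20.6% to 85.4% in other divisions.

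For the 1908 probe sets with an unadjusted p under 0.05 by limma chance cannot be excluded, since 63 of 100 divisions had as many, with up to 5784 in another. Of the 1908, 95 have an SD above 0.001, so this comparison rests mostly on probe sets that hardly vary. The real division gave 0 calls by limma at the adjusted p and 0 of the 40 fixed lists by camera. Every division, 100 of 100, gives at least 0, so this comparison decides nothing for these 2 counts; the other divisions gave up to 3 and up to 19.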
